A study of Drosophila melanogaster with 12 samples.

How the data were processed

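RNA was sequenced from Drosophila melanogaster intestinal stem cells sorted by fluorescence from the posterior midgut of virgin females. Per the labels' protocols, the driver was esg-Gal4 with UAS-GFP, held off by a temperature-sensitive Gal80 until flies that had been aged for 3 days were moved to 29 °C for 6 days, so the flies were 9 days old at dissection. Each sample came from a batch of more than 20 females. The driver line was crossed to Canton-S (control), to a UAS line for RNA interference against svb, to UAS-SvbACT::GFP or to UAS-Svb3Kmut::GFP, the cross that the labels call SvbREP. Per the labels' protocols, libraries were made with the Ovation SoLo kit and read from one end for 100 nt on an Illumina NovaSeq instrument.

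The measurements are counts per gene, deposited by the authors as whole numbers with no normalization, in 1 table of 8802 genes by 12 samples. Per the labels, there were 4 groups of 3 samples. The labels' protocols name no aligner, counting program, strand setting, use of molecular identifiers, genome build or annotation, and they do not say how the genes of the table were chosen. Of these genes, 14 had 0 counts in every sample. The same deposited table holds the authors' own log2 fold changes for 5 comparisons, with an unadjusted p-value and a call of higher, lower or not called, which is coded as a score by the authors. Over all 8802 genes and in all 5 comparisons, the calls in the authors' deposited table equalled a Benjamini-Hochberg adjusted p-value under 0.05. The log2 fold changes in the authors' deposited table differed from those of the fit without a replicate block by at most 0.0764 for the libraries labelled svb RNAi, 0.0739 for SvbACT and 0.155 for SvbREP, each against control, and by at most 0.173 for SvbACT against SvbREP.

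Genes are named by the symbol in the table, and 8686 of the 8802 identifiers matched the Ensembl release 115 annotation. For 5 genes the table held a bare number in place of a symbol, and the symbol was taken from the annotation's symbol table instead. Among these, 4 are Septin1, Septin2, Septin4 and Septin5, whose former symbols a spreadsheet reads as dates. Identifiers served as names for 73 genes. Coordinates come from the Ensembl release 115 annotation of assembly BDGP6.54 and are not from the deposited table. Of the 40 named genes with a position in that annotation, 15 overlap another gene of the table, and since strand use in the counting is not stated, counts of such genes are uncertain.

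Total counts per sample ranged from 2965852 to 6575392. The smallest level a library could show, taken as 3 counts, lay between 0.456 and 1.01 counts per 1000000 counts of the library (CPM). These floors cover counting error only, because reads amplified by PCR are not independent molecules. Within each group, counts of every pair of libraries differed by more than sampling noise. The chi-square per degree of freedom was at least 7.89 over genes with 10 or more counts in the pair. Amplified reads can exceed that noise even between repeat libraries of the same sample, so this test cannot show that the samples are independent. All 12 samples were kept as separate replicates because the labels give them so.

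The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), run on the deposited counts with TMM normalization factors and a single model with a mean for each of the 4 groups. Genes were kept by filterByExpr with a minimum count of 10, a minimum total of 15 and a minimum proportion of 0.7, which left 7992 genes. P-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p-value under 0.05 were called. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of F. CPM values use the TMM factors, and log2 CPM values use a prior count of 2. Gene lists for progenitors, enterocytes, enteroendocrine cells, the cell cycle and epidermal svb targets were tested with camera of limma 3.58.1 in each of the 3 comparisons with control, with an inter-gene correlation of 0.01 and adjustment over the 15 tests. That correlation was set and not estimated. Where members of a list vary together more strongly between libraries, the p-values are too small. Of 85 listed genes, 78 were in the table and 65 were tested.

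Replicate numbers come from the sample titles, and per the series' design text the replicates of each genotype were made on different days. Whether the numbers pair libraries was checked from the deviations of log2 CPM from group means. Across groups these correlated at 0.146 on average for libraries with the same number. The correlation of libraries with different numbers is set by the same centring and was not used. Results are therefore given both without and with the replicate number as a block. The labels name no block, so the model without it is the main one.

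Groups, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule names ovo first. For each comparison it then takes at most 3 higher and 3 lower genes with the largest log2 fold change among called genes whose mean level is at or above the median and whose CPM values do not overlap between the groups. It adds at most 4 called members per list and comparison, and at most 4 genes called in all 3 comparisons with control. Genes named outside this rule (Hsp70Bc, CG3984, lncRNA:CR44833, E23, Eip78C, AGO3, Ppr-Y, kl-3, kl-5 and CCY, and genes given only as overlapping a named gene) were chosen after their values were seen. The alternatives were size factors by the RLE method, no filter on low counts, the replicate block, DESeq2 1.42.0, a model with only the groups compared, each replicate left out in turn and, for correlations of fold changes, different control replicates for each comparison. The edgeR likelihood ratio test was added after the data were seen, as was the test of the 5 lists between SvbACT and SvbREP.

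The code was tested on simulated counts for 7992 genes, drawn with the real means, library sizes and dispersions. Changed genes were taken only from genes with higher mean counts, so recovery among low-count genes was not measured. Without a block it recovered 97.0% of 66 genes changed 4-fold, 61.2% of 67 genes changed 2-fold and 32.8% of 67 genes changed 1.5-fold, and it called 5 of 7772 unchanged genes. The other 20 simulated genes were raised 2-fold as a list, to test the list method. With the block it recovered 95.5%, 59.7% and 37.3% of the same genes and called 9 unchanged genes. No shared effect of replicate number was simulated, so these figures do not test the block where such an effect exists.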

Results

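Shavenbaby (Svb) is a transcription factor made by the ovo locus, and the study asked which genes it controls in intestinal stem cells of the adult Drosophila midgut. Gene counts from 12 RNA-seq libraries were compared, with 3 libraries in each of 4 groups. The control cells carried only the driver, another group was labelled svb RNAi, and the remaining groups overexpressed SvbACT or SvbREP, forms that the labels describe as constitutive. Library totals were 5557969 to 6575392 counts in control, 4298998 to 5518895 in the libraries labelled svb RNAi, 4361322 to 6036911 in SvbACT and 2965852 to 5786969 in SvbREP. SvbREP replicates 1 and 2, with 2965852 and 3584798 counts, were the shallowest. The 10 most abundant genes took between 7.54% and 9.20% of the counts in each library.

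The targeted gene was examined first. The ovo gene (FBgn0003028) lies on chromosome X at 5048273 to 5070929 on the plus strand, and the transcript of lncRNA:CR44833 overlaps it. In control, ovo received 4, 64 and 3 counts in replicates 1, 2 and 3, or 4.23 ± 6.27 CPM (SD, n = 3), so 1 of the control libraries was at the floor of 3 counts and another was 1 count above it. The libraries labelled svb RNAi held 225, 206 and 209 ovo counts, or 41.2 ± 7.31 CPM (SD, n = 3). This direction is opposite to that of a knockdown: the log2 fold change against control was 3.29 (SE 0.522, edgeR adjusted p = 0.000241), and 3.32 with the replicate block (adjusted p = 3.73e-05). The gene totals do not separate endogenous transcript from transgene reads, so ovo levels do not show whether endogenous svb was reduced, and every direction below for the libraries labelled svb RNAi rests on the label alone. The alternative that moved this value most was leaving out control replicate 2, which raised the log2 fold change to 6.01.

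In SvbACT, ovo reached 2140 ± 114 CPM (SD, n = 3), and in SvbREP 2160 ± 65.2 CPM (SD, n = 3). Against control the log2 fold changes were 8.99 (SE 0.557, edgeR adjusted p = 6.64e-08) for SvbACT and 9.01 (SE 0.558, edgeR adjusted p = 1.05e-07) for SvbREP. With replicate as a block they were 9.02 and 9.04. The overexpressed forms did not differ from each other, with a log2 fold change of -0.01 (SE 0.364, edgeR adjusted p = 0.989) and -0.02 with the block (adjusted p = 0.975).

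**Figure D1:**
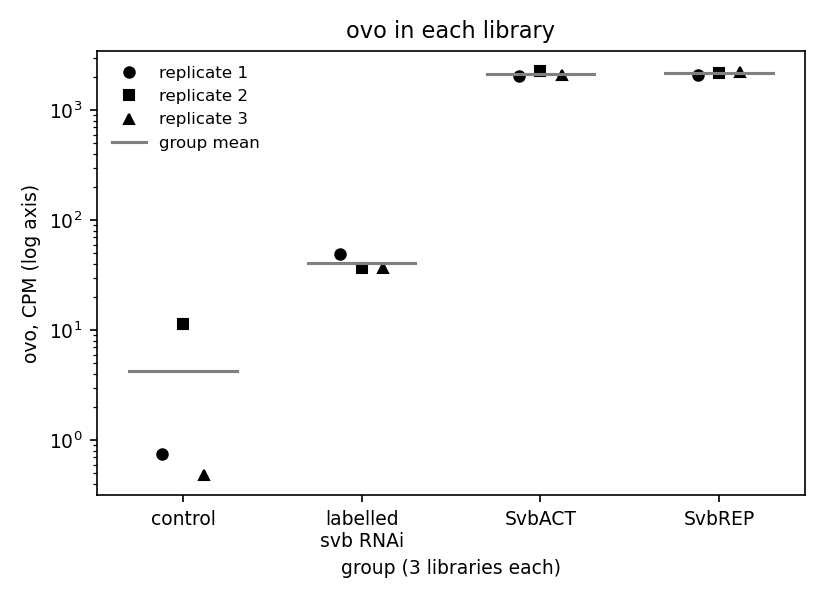
Level of ovo in CPM on a log axis for each of the 12 libraries by group, with symbols for replicates 1 to 3 and a grey line for the group mean. The libraries labelled svb RNAi lie between 36.8 and 49.6 CPM, above the control libraries at 0.482 to 11.5 CPM, and the SvbACT and SvbREP libraries lie between 2058 and 2268 CPM.

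Whether genotype explained any variation was asked across all groups. Of 7992 genes tested, 2304 (28.8%) had an edgeR adjusted p-value under 0.05 among the 4 groups, and 2941 did with the replicate block, the alternative that moved this count most. Same-numbered libraries deviated from their group means together, with a mean correlation of 0.146. The common biological coefficient of variation was 22.9% without the block and 18.1% with it. In the principal components of log2 CPM, the first component held 29.2% of the variance and the second 18.2%.

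The libraries labelled svb RNAi were compared with control to find genes that respond to the knockdown construct. At an edgeR adjusted p-value under 0.05, 1633 genes differed, 539 higher and 1094 lower, and 683 of them by more than 2-fold. With the replicate block 2044 genes differed, 773 higher and 1271 lower, and 1630 genes were called in both fits. Deviations of same-numbered libraries in this comparison correlated at 0.144. The alternative that moved this count most was leaving out control replicate 3, which gave 1168 genes. Leaving out one library at a time, 1168 to 1569 genes differed and 1156 to 1384 of the 1633 genes were still called. In these fits 269 to 517 genes were higher and 899 to 1052 lower. The share of lower genes ran from 67% to 77%, against 67% with all libraries. Of the 1667 genes called for this comparison in the authors' deposited table, 1560 were also called here, all in the same direction.

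Among genes higher in the libraries labelled svb RNAi, NKCC (FBgn0051547, chromosome 3R, 5489505 to 5502702) changed most, from 1.93 ± 1.80 CPM in control to 513 ± 60.6 CPM (SD, n = 3 each). Its log2 fold change was 8.08 (SE 0.457, edgeR adjusted p = 5.54e-09). Pde1c rose from 8.64 ± 11.3 to 78.2 ± 10.5 CPM (SD, n = 3 each; log2 fold change 3.18) and uzip from 18 ± 3.76 to 137 ± 29.5 CPM (SD, n = 3 each; log2 fold change 2.93). With one library left out at a time, the log2 fold change of Pde1c ran from 2.68 to 5.16, the highest without control replicate 2. Among lower genes, stl (FBgn0086408, chromosome 2R, 22807860 to 22815993) fell from 34.7 ± 10.3 CPM in control (SD, n = 3) to at most 1 count in each library labelled svb RNAi. Measured against the floor it was at least 52.4-fold lower (edgeR adjusted p = 2.29e-08). CG30043 had a log2 fold change of -6.53 (SE 0.445, edgeR adjusted p = 4.30e-08) and lncRNA:CR42651 of -5.30 (SE 0.229, edgeR adjusted p = 4.58e-10). Mean levels of CG30043 and lncRNA:CR42651 were 61.0 and 93.6 CPM in control. They were also below these in SvbACT (15.7 and 50.6 CPM) and SvbREP (23.9 and 23.1 CPM). Under the replicate block, the log2 fold changes of NKCC, Pde1c and uzip were 8.11, 3.57 and 2.92, and those of CG30043 and lncRNA:CR42651 were -6.60 and -5.30. Pde1c shares part of its span with Mal-B2, another gene of the table.

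SvbACT was compared with control to find genes that respond to the constitutive SvbACT form. There were 731 genes with an edgeR adjusted p-value under 0.05, 313 higher and 418 lower, and 341 changed by more than 2-fold. With replicate as a block the number was 1047, of which 441 were higher and 606 lower, and 729 genes were called in both fits. Deviations of same-numbered libraries correlated at 0.183. The authors' deposited table called 837 genes in this comparison, and 706 were called in both, in the same direction.

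The gene piwi (FBgn0004872, chromosome 2L, 10982205 to 10987420) rose from 18.7 ± 2.14 CPM in control to 483 ± 34.9 CPM in SvbACT (SD, n = 3 each), a log2 fold change of 4.69 (SE 0.228, edgeR adjusted p = 4.00e-09). CG34370 rose from 4.46 ± 2.89 to 81.0 ± 24.1 CPM (SD, n = 3 each; log2 fold change 4.19), and br (FBgn0283451, chromosome X, 1575132 to 1664869) from 289 ± 29.8 to 3500 ± 282 CPM (SD, n = 3 each; log2 fold change 3.60). In the other direction, CG6912 (chromosome 3R, 15135138 to 15137004) fell from 133 ± 20.8 to 1.82 ± 1.93 CPM (SD, n = 3 each; log2 fold change -6.06) and asRNA:CR45600 (chromosome 3R, 15136985 to 15140121) from 105 ± 3.95 to 1.76 ± 1.11 CPM (SD, n = 3 each; log2 fold change -5.93). Their annotated spans overlap by 20 bp, so the pair is not necessarily 2 independent observations. CG12057 had a log2 fold change of -5.52 (SE 0.863, edgeR adjusted p = 0.000538), with a control level of 116 ± 101 CPM (SD, n = 3) that varied widely between libraries. In the fit with the replicate block, the log2 fold changes of piwi, CG34370 and br were 4.70, 4.29 and 3.60, and those of CG6912, asRNA:CR45600 and CG12057 were -6.05, -5.94 and -5.11. The spans of piwi and br overlap SCAR and Mur2B, which are counted in the same table.

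SvbREP was compared with control to find genes that respond to the constitutive SvbREP form. It gave 324 genes with an edgeR adjusted p-value under 0.05, of which 108 were higher and 216 lower. The replicate block brought the count to 663, with 255 higher and 408 lower, and all 324 genes were among them. Deviations of same-numbered libraries correlated at 0.0940 on average but ranged from -0.0809 to 0.246 over the 3 pairs. When SvbREP replicate 3 was left out, 460 genes differed, 232 higher and 228 lower, so the share of lower genes went from 66.7% to 49.6%. The authors' deposited table called 531 genes in this comparison, and 322 were called in both, in the same direction.

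CG42524 (FBgn0260429, chromosome 2R, 15613854 to 15657214) rose from 19.0 ± 5.76 CPM in control to 447 ± 25.2 CPM in SvbREP (SD, n = 3 each), a log2 fold change of 4.55 (SE 0.217, edgeR adjusted p = 6.10e-09). The genes dar1 and lovit rose by 2.05 and 2.00 on the log2 scale. Mean lovit levels were 10.3 CPM in control, 41.1 in SvbREP, 55.8 in the libraries labelled svb RNAi and 20.2 in SvbACT. They were thus above control in each other group, and not in SvbREP alone. Mean dar1 was below its control level of 25.7 CPM in the libraries labelled svb RNAi (6.17 CPM) and in SvbACT (14.6 CPM). CG12057 had at most 3 counts in any SvbREP library and was at least 114-fold lower than in control when measured against the floor. That bound rests on a control level of 116 ± 101 CPM (SD, n = 3). With one library left out at a time, the fitted log2 fold change of CG12057 ran from -8.84 to -7.30. Its mean in the libraries labelled svb RNAi, 7.12 CPM, was also below control. CG6912 and asRNA:CR45600 fell in SvbREP as in SvbACT, with log2 fold changes of -5.64 (SE 0.461, edgeR adjusted p = 2.89e-06) and -6.10 (SE 0.392, edgeR adjusted p = 1.48e-07). Fitted with the replicate block, the log2 fold changes of CG42524, dar1 and lovit were 4.57, 2.05 and 2.01, and those of CG6912 and asRNA:CR45600 were -5.64 and -6.12.

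The overexpressed forms were then compared directly. At an edgeR adjusted p-value under 0.05, 1050 genes differed between SvbACT and SvbREP, with 520 higher in SvbACT and 530 lower. With the replicate block 1405 genes differed, 693 higher and 712 lower, and 1045 were called in both fits. Same-numbered libraries deviated together with a correlation of 0.143. Leaving out one library at a time gave 702 to 1143 genes. Of the 1173 genes called for it in the authors' deposited table, 1003 were also called here, in the same direction.

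The gene br was at 3500 ± 282 CPM in SvbACT and at 70.3 ± 13.8 CPM in SvbREP (SD, n = 3 each), a log2 fold change of 5.64 (SE 0.183, edgeR adjusted p = 4.32e-11). For piwi the corresponding levels were 483 ± 34.9 and 12 ± 6.03 CPM (SD, n = 3 each; log2 fold change 5.36), and for pdgy they were 57.6 ± 12.8 and 2.64 ± 1.10 CPM (SD, n = 3 each; log2 fold change 4.43). CG42524 was at 7.69 ± 2.25 CPM in SvbACT and 447 ± 25.2 CPM in SvbREP (SD, n = 3 each), a log2 fold change of -5.88 (SE 0.241, edgeR adjusted p = 3.20e-10). CG6330 and CG7992 had log2 fold changes of -4.26 and -3.71. Under the block by replicate number, br, piwi and pdgy had log2 fold changes of 5.65, 5.36 and 4.43, and CG42524, CG6330 and CG7992 of -5.88, -4.24 and -3.69.

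**Figure D2:**
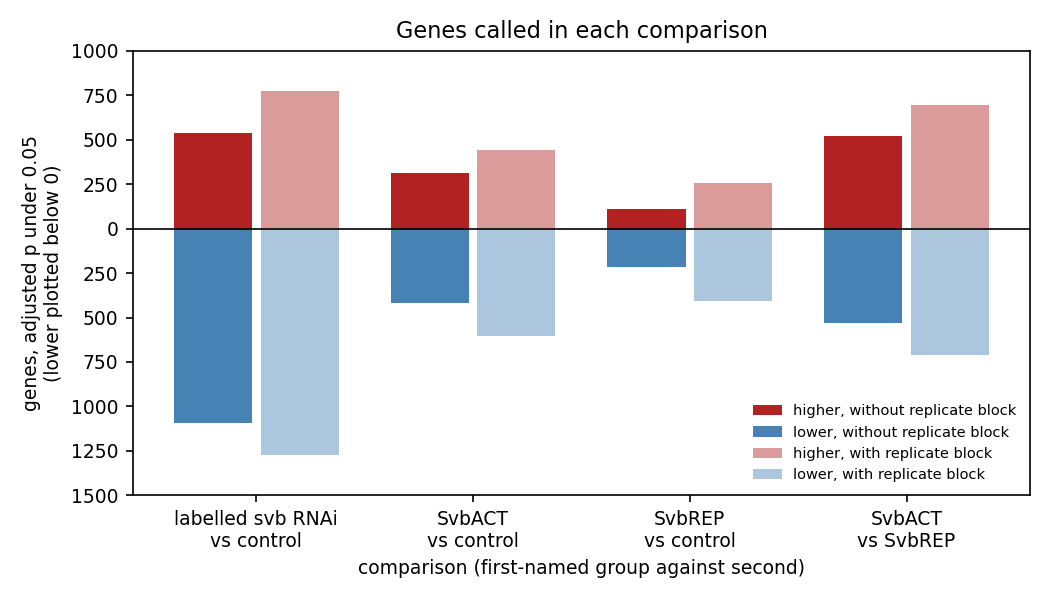
Number of genes with an edgeR adjusted p-value under 0.05 in each of the 4 comparisons, with higher genes above 0 and lower genes below 0, without and with the replicate block. The libraries labelled svb RNAi had 1094 lower and 539 higher genes without the block, and the block raised the count in each comparison, from 324 to 663 genes for SvbREP.

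Overlap of the calls was examined to ask whether the genotypes moved the same genes. Of the genes called in the libraries labelled svb RNAi and in SvbACT, 439 were shared where 149 would be shared by chance (odds ratio 7.64), and 350 of them changed in the same direction and 89 in opposite directions. With the replicate block 644 genes were shared, 529 in the same direction, and without control replicate 3 the overlap was 256 genes, the highest and lowest values among the alternatives. The libraries labelled svb RNAi and SvbREP shared 194 genes against 66.2 by chance, with 154 in the same and 40 in opposite directions, and 368 genes with the block. SvbACT and SvbREP shared 144 genes against 29.6 by chance, with 84 in the same and 60 in opposite directions, and 278 genes with the block. Genes are not independent replicates and all comparisons used the same control libraries, so no p-value is attached to these overlaps.

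Across the 7992 genes, log2 fold changes against control had a Spearman correlation of 0.400 between the libraries labelled svb RNAi and SvbACT, 0.240 between the libraries labelled svb RNAi and SvbREP, and 0.237 between SvbACT and SvbREP. With the replicate block these were 0.401, 0.237 and 0.241. When the comparisons used different control replicates, the mean correlations over 6 assignments were 0.170, 0.0693 and 0.0274, and for the last pair single assignments ran from -0.0861 to 0.122.

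Without the replicate block, 105 genes were called in all 3 comparisons with control, and 55 of them changed in the same direction in each. These counts and those by direction below are given for that fit only. Calls in the libraries labelled svb RNAi and in SvbACT went together against SvbREP for 16 genes higher in SvbREP and 7 lower. Another 3 genes were lower in the libraries labelled svb RNAi and higher in SvbACT and SvbREP. Higher calls in the libraries labelled svb RNAi and in SvbREP with lower calls in SvbACT were found for 0 genes. Lower calls in the libraries labelled svb RNAi and in SvbREP together with higher calls in SvbACT were found for 24 genes. Among the latter, Dyrk2 (FBgn0016930, chromosome 2L, 14184478 to 14234126) was at 586 ± 3.57 CPM in control, 271 ± 33.7 in the libraries labelled svb RNAi, 1340 ± 120 in SvbACT and 143 ± 2.34 in SvbREP (SD, n = 3 each). Its log2 fold changes were -1.11, 1.20 and -2.04, with edgeR adjusted p-values of 1.77e-06, 2.66e-06 and 3.30e-08. CG5541 followed the same pattern at -1.19, 1.79 and -1.20. The gene br was higher in the libraries labelled svb RNAi (2080 ± 370 CPM, SD, n = 3; log2 fold change 2.85) and in SvbACT, and lower in SvbREP (log2 fold change -2.04). Hsp70Ba was lower in each, with log2 fold changes of -2.99, -3.01 and -2.58. It belongs to a family of near-identical copies, of which Hsp70Bc had a log2 fold change of 0.95 in the libraries labelled svb RNAi, so the counts of single members are uncertain. In the block fit, the log2 fold changes of Dyrk2 were -1.11, 1.20 and -2.04 and those of br 2.85, 3.60 and -2.05.

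Lists of marker genes were used to ask whether cell-type programs moved as sets. The cell cycle list, with 19 of 20 genes tested, rose in SvbACT, with a median log2 fold change of 0.82 (limma camera adjusted p = 1.44e-11) and 18 of 19 members higher. Its mean log2 CPM was 5.62 ± 0.0746 in SvbACT and 4.68 ± 0.125 in control (SD, n = 3 each), and all 3 SvbACT libraries lay above the control mean. Called members numbered 10 after adjustment over all genes and 14 after adjustment over the list. The members called with the smallest p-values were stg (log2 fold change 2.92), Mcm7 (2.00), RnrL (1.31) and Mcm5 (1.51). The replicate block left the median at 0.82 (limma camera adjusted p = 1.09e-10), and the alternative that moved it most was leaving out control replicate 2, at 0.98. In the libraries labelled svb RNAi the list median was 0.45 without a call (limma camera adjusted p = 0.0808, 0.0991 with the block), with all 3 libraries above the control mean, and of its called members Top2, fzy and polo were higher and CycE lower. In SvbREP the median was -0.13 (limma camera adjusted p = 0.260, 0.291 with the block). Tested directly, the list was higher in SvbACT than in SvbREP by a median of 0.76 (limma camera adjusted p = 6.68e-11 over 5 lists, 7.20e-10 with the block), and the libraries of the groups did not overlap.

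The enterocyte list, with 15 of 18 genes tested, was lower in SvbREP, with a median log2 fold change of -2.22 (limma camera adjusted p = 0.00687) and -1.87 with the replicate block (adjusted p = 0.00530). Called members numbered 2 after adjustment over all genes, alphaTry and mesh, and 9 after adjustment over the list. Control libraries differed widely for this list, at 1.80, 4.27 and 3.67 mean log2 CPM, and SvbREP was at 1.98 ± 0.482 (SD, n = 3), with all 3 libraries below the control mean but only 2 of 3 below the same-numbered control. With one library left out at a time, the limma camera adjusted p-value ran from 1.16e-10 to 0.202, and it was above 0.05 without control replicate 2 (0.202) and without SvbREP replicate 3 (0.0710). In SvbACT the median was -1.16 and did not pass the threshold (limma camera adjusted p = 0.105, 0.0998 with the block), and alphaTry alone was called.

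The enteroendocrine list, with 14 of 19 genes tested, was higher in SvbREP, with a median log2 fold change of 1.34 (limma camera adjusted p = 0.000697) and 1.25 with the replicate block (adjusted p = 1.96e-05). The list mean was above the control mean in 2 of the 3 SvbREP libraries, with 6.42 and 7.04 log2 CPM in replicates 1 and 2 and 4.24 in replicate 3, against 4.76 ± 0.961 in control (SD, n = 3). Against the control library with the same number it was higher in 3 of 3 pairs, by 1.97, 1.20 and 0.25, and replicate 3 had the lowest list mean in each of the 4 groups. No member was called after adjustment over all genes, with 5 at an unadjusted p under 0.05, and 2 were called after adjustment over the list. Library means overlapped, at 4.24 to 7.04 in SvbREP, 4.00 to 5.84 in control and 3.98 to 5.19 in SvbACT. Without SvbREP replicate 2, the limma camera adjusted p-value against control was 0.0697. The camera p-values do not measure this spread between libraries, so the rise in SvbREP is uncertain. Between SvbACT and SvbREP the list median was -1.45 (limma camera adjusted p = 0.00235 over 5 lists, 0.000458 with the block). In the libraries labelled svb RNAi the list as a whole did not move (limma camera adjusted p = 0.875, 0.817 with the block), but Tk was lower (log2 fold change -3.40), Mip had no counts and was at least 11.9-fold lower against the floor, and ITP was higher (0.43). The bound for Mip rests on a control level of 7.84 ± 6.14 CPM (SD, n = 3), which varied widely between libraries. In SvbACT the list did not move either (limma camera adjusted p = 0.665, 0.740 with the block), and ITP was lower (-0.45).

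The progenitor list, with 13 of 15 genes tested, did not pass the threshold in any comparison with control. In the libraries labelled svb RNAi its median was -0.30 (limma camera adjusted p = 0.186, 0.131 with the block), while 8 members were called over all genes and 10 over the list. Among these, insc, Sox100B, Dl and klu were lower, with log2 fold changes of -1.20, -1.04, -0.84 and -0.57. Since 6 of the 13 members were higher than in control, the called members were not all lower. In SvbREP, esg was lower at -0.65 (edgeR adjusted p = 0.00345). The list did not pass in SvbREP (limma camera adjusted p = 0.263, 0.165 with the block) or in SvbACT, where its median was 0.16 (limma camera adjusted p = 0.246, 0.153 with the block). It was higher in SvbACT than in SvbREP by a median of 0.28 (limma camera adjusted p = 0.0415 over 5 lists, 0.0141 with the block), which did not hold in 4 of 6 fits that left out a library. Of the 13 epidermal svb targets only 4 were expressed enough to be tested, which is too few for a statement on the list, and no comparison passed the threshold (limma camera adjusted p = 0.877, 0.614 and 0.1, and 0.977, 0.625 and 0.0998 with the block). The enterocyte list in the libraries labelled svb RNAi did not move (limma camera adjusted p = 0.877, 0.977 with the block), although its member Myo31DF was lower (log2 fold change -1.05).

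**Figure D3:**
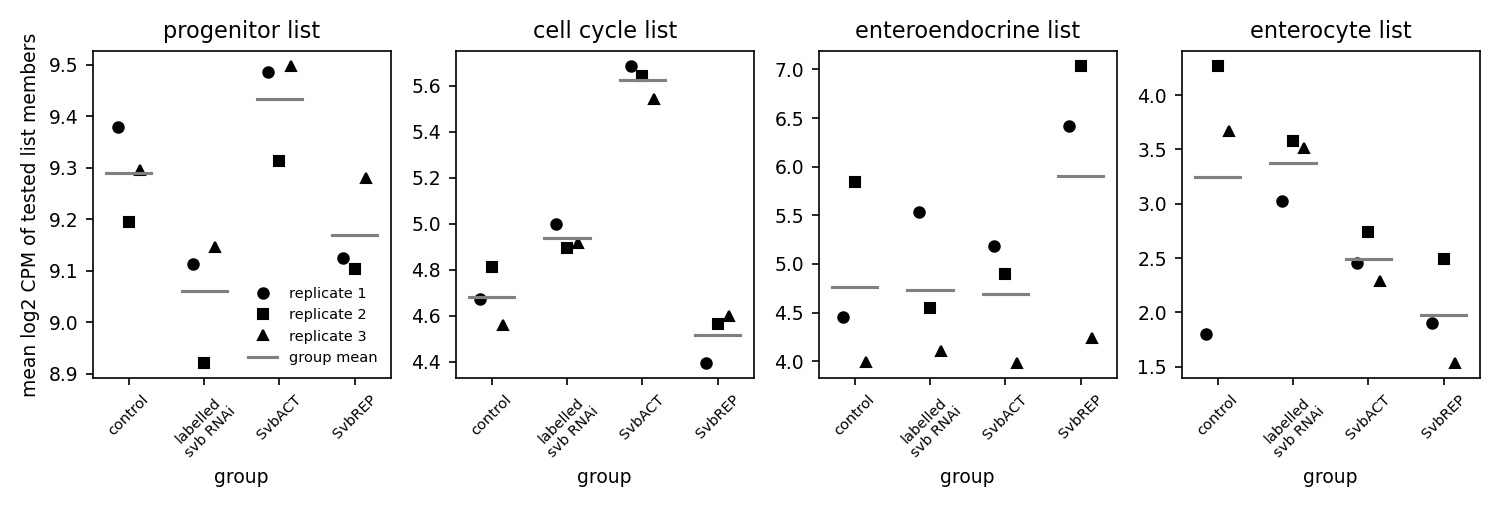
Mean log2 CPM of the tested members of 4 gene lists in each of the 12 libraries by group, with symbols for replicates 1 to 3 and a grey line for the group mean; each panel has its own axis range. The cell cycle list lies between 5.54 and 5.69 in SvbACT and between 4.56 and 4.81 in control, while the enterocyte list spans 1.80 to 4.27 within control alone.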

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

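The likelihood ratio test of edgeR and the tests of the lists between SvbACT and SvbREP were the only tests here chosen after the data were seen. Size factors by the RLE method and the absence of a filter left the count of genes within 1.5 times its value in each of the 4 comparisons and among the 4 groups. The counts for the libraries labelled svb RNAi (1577 to 2044), SvbACT (691 to 1047), SvbACT against SvbREP (865 to 1405) and the 4 groups together (2291 to 2941) stayed within that range under the other settings that kept all libraries. SvbREP against control was less stable: 324 genes became 663 with the replicate block, 531 with DESeq2 and 553 with the edgeR likelihood ratio test. With only the groups compared the count fell to 224, and 208 of the 324 genes were still called. Values analysed were counts, so the planned pseudocounts were not run.

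With one library left out at a time, 460 to 685 genes differed in SvbACT and 172 to 460 in SvbREP. Leaving out control replicate 3 lowered the count in each comparison with control (1168, 466 and 172 genes). Among called genes, 1 changed sign, in the libraries labelled svb RNAi.

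The ovo result kept its direction against control under each setting, with log2 fold changes of 2.71 to 6.01 in the libraries labelled svb RNAi when one library was left out. SvbACT against SvbREP ranged from -0.0692 to 0.009135 in those fits, a sign change around 0 that never passed the threshold.

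Correlations of fold changes differed with the choice of control replicates. With different control replicates they fell to 0.0693 (libraries labelled svb RNAi and SvbREP), 0.170 (libraries labelled svb RNAi and SvbACT) and 0.0274 (SvbACT and SvbREP); fewer controls also add noise, and the cause was not tested further. With only the groups compared, the second was 0.433. Leaving out one library gave 0.190 to 0.352, 0.372 to 0.490 and 0.195 to 0.381. Shared genes rose to 368 for the first pair and 278 for the last with the replicate block, and ranged from 98 to 210, 256 to 402 and 82 to 155 with one library left out. For these the cause was not tested.

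Among gene lists, the rise of the cell cycle list in SvbACT passed under each setting run for the lists (limma camera adjusted p from 2.78e-12 to 1.27e-10). Across fits with one library left out, the enterocyte median ran from -2.73 to -0.74 in SvbREP (adjusted p up to 0.202), from -1.67 to -0.37 in SvbACT (down to 4.15e-05) and from -0.54 to 0.54 in the libraries labelled svb RNAi, where the block gave 0.15. The enteroendocrine median ran from 0.65 to 2.15 in SvbREP (adjusted p up to 0.0697), from -0.45 to 0.89 in the libraries labelled svb RNAi and from -0.42 to 0.64 in SvbACT. Epidermal targets ran from 0.41 to 1.18 in SvbREP (down to 0.0231) and, SvbACT against SvbREP, from -0.60 to 0.11. The cause was not tested. Of 666 values of other results under an alternative, 17 lost significance, in 5 results (alphaTry and ITP in SvbACT, mesh in SvbREP, and the progenitor and enteroendocrine lists between SvbACT and SvbREP), and 1 reversed, that of the epidermal targets above.

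Depth limits the low end: ovo had at most 4 counts in 2 of the 3 control libraries, so the size of its fold changes against control is uncertain, and without control replicate 2 they were larger (6.01, 11.73 and 11.75 for the libraries labelled svb RNAi, SvbACT and SvbREP).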

Other observations

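The tests with different control replicates, of the ecdysone-response and piRNA-pathway lists (drawn up after br and piwi had been seen), of thinned SvbREP libraries and of other splits of the samples were chosen before their results were seen, and each of the other tests here was chosen after the result it tests was seen.

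Other splits of the samples were used to ask whether grouping by chance could give as many genes. In each comparison of 3 libraries with 3, there are 4 splits that part every same-numbered pair, and only 1 of these 4, the real one, reached the observed count. The remaining 3 gave no genes in any of the 4 comparisons, with 94 to 439 genes at an unadjusted p under 0.05. A share below 0.25 is out of reach in this design, so no single comparison can be told apart from chance by splits alone. The 6 splits that keep a same-numbered pair together gave up to 93 genes for SvbREP and control, and at most 1 in the other comparisons. For the 4 groups together, 100 of 576 splits within replicate number were drawn, and 1 of the 100, the real one, gave 2304 genes or more, the highest of the others giving 1552.

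The libraries labelled svb RNAi held more ovo counts than control. An exchange of labels with an overexpression group is not supported, since their ovo level was 0.0193 of that in SvbACT. Carry-over of reads from the overexpression libraries would need a share of 1.72%. Besides ovo, only 3 genes were raised enough to test this, and their median ratio of observed to expected excess was -0.673, with piwi and CG42524 below control and br above, which is too few genes to decide. Reads from the hairpin of the RNAi transgene may account for the excess, but gene totals cannot show where reads lie within ovo. Genes higher in SvbACT were lower in the libraries labelled svb RNAi in 82 cases and higher in 76, which does not settle it. Neither carry-over nor hairpin reads can be told apart from a real rise of ovo. The 64 ovo counts of control replicate 2 would need a carry-over of 0.505%. The same 3 genes gave a median ratio of -1.96 there, with each expected excess smaller than the difference between the other control libraries, so carry-over remains possible.

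The antisense gene lncRNA:CR44833 (chromosome X, 4956646 to 5063868), which overlaps ovo, was at 36.9 ± 8.43 CPM in the libraries labelled svb RNAi, 54.5 ± 31.7 in SvbREP, 2.93 ± 1.79 in SvbACT and 2.63 ± 0.608 in control (SD, n = 3 each). Reads of the ovo transgene counted for both genes would raise it alike in SvbACT and SvbREP if the transgenes carry the same overlapping sequence. Its SvbACT level was 0.0537 of its SvbREP level, while ovo had a ratio of 0.990. A difference in transcription at the locus, or in the sequence that the transgenes carry, may explain the pattern, and these were not tested.

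SvbREP replicate 3 lay nearer to control than the other SvbREP libraries, with a root mean square log2 distance to the control mean of 0.698 against 0.865 and 0.835. Replicates 1 and 2 were also the shallowest libraries. After thinning all SvbREP libraries to 2965852 counts, the distance of replicate 3 was 0.863 of the mean of the others, against 0.822 before, so lower depth accounts for part of the difference and not for all of it. Weaker expression of the transgene is not a candidate, since its ovo level was 1.04 times that of the other SvbREP libraries. Mixing with control RNA would have lowered ovo as well. Genes called without replicate 3 kept a median of 0.584 of their change in it. Genes called without replicate 1 and without replicate 2 kept 0.924 and 0.897 in those libraries, but these sets of genes were chosen separately, with replicate 3 included. The enteroendocrine list was lower in replicate 3 than in the other SvbREP libraries by a median of -2.54 on the log2 scale, at percentile 0 among 10000 random lists matched on expression. Members of a cell-type list can vary together between libraries, which random lists do not keep. The percentile therefore overstates the evidence if they do. Replicate 3 also had the lowest mean for this list in each of the other 3 groups, so enteroendocrine RNA varying with preparation day is a candidate explanation of part of the difference. Replicate 3 minus the mean of replicates 1 and 2 was -1.15 in control, -0.94 in the libraries labelled svb RNAi and -1.06 in SvbACT, against -2.49 in SvbREP, so a drop of the size seen in the other groups does not cover the drop in SvbREP. Whether the drops differ was not tested. Over all genes, its deviation correlated with those of the other libraries numbered 3 at 0.168, which does not settle whether a preparation day was shared. A preparation-day effect cannot be excluded for part of the pattern, and what explains the rest was not settled.

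The lower enterocyte list in SvbREP cannot be told apart from uneven enterocyte RNA in control libraries. The list mean spanned 2.47 log2 units within control, which is 1.94 times the difference of 1.27 between control and SvbREP. RNA of enterocytes sorted along with stem cells may contribute.

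More genes moved the same way than opposite ways in the libraries labelled svb RNAi and SvbACT. Shared control libraries may contribute, since with different control replicates the correlation of fold changes was 0.170 in place of 0.400, neither near 0 nor as high as before. The genetic background is another candidate explanation, because the control cross used Canton-S and the other crosses used UAS lines. In all 3 comparisons with control, 55 genes changed the same way, against 1.83 if calls were independent, but with no control of the same background the design cannot separate these.

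CG6912, asRNA:CR45600 and CG3984 lie within chromosome 3R 15135138 to 15140121 and were lower in both overexpression groups, with no difference in the libraries labelled svb RNAi (log2 fold changes of -0.34, -0.19 and -0.08). Reads counted for overlapping genes were considered: of the 3 pairs of these genes, 2 overlap, by 20 and 1860 bp, so they may report a single event. Only CG6912 and asRNA:CR45600, 2 of 7992 genes, were at least 16-fold lower in both forms and within 2-fold of control in the libraries labelled svb RNAi. A variant carried by the background of the SvbACT and SvbREP lines is a candidate explanation from which the pattern cannot be told apart.

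NKCC was raised in the libraries labelled svb RNAi alone, from 1.93 to 513 CPM. Transcription driven by the inserted UAS transgene was considered. Among 8 tested genes within 20 kb, log2 fold changes ran from -0.95 to 0.27, so no neighbour was raised, but an insertion acting on NKCC alone could give the same result.

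The ecdysone-response genes br, E23 and Eip78C were higher in SvbACT than in SvbREP, with log2 fold changes of 5.64, 4.29 and 3.75. Mean levels in control, SvbACT and SvbREP were 297, 435 and 22.3 CPM for E23 and 57.6, 110 and 7.73 CPM for Eip78C. For these genes the larger part of the difference on the log2 scale was a lower level in SvbREP. For br (289, 3500 and 70.3 CPM) it was a higher level in SvbACT. E23 and Eip78C were chosen after their values were seen. A coordinated change of the ecdysone response was tested on 13 other genes, whose median log2 fold change was 0.02, at percentile 46.6 among 10000 matched random lists. Of the 13, 7 were higher in SvbACT than in SvbREP. The only called gene, 1 of the 13, was lower in SvbACT (log2 fold change -0.49, edgeR adjusted p = 0.0125). The list thus gave no sign of a shift in one direction beyond the 3 genes. A median over members that move both ways cannot exclude changes of single members.

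The rise of piwi in SvbACT led to a test of 17 other piRNA-pathway genes, of 29 listed. Their median log2 fold change against control was 0.23, at percentile 98.9 among 10000 matched random lists, with 12 of 17 higher and 4 called. Between SvbACT and SvbREP, the 4 called genes had log2 fold changes of 2.52, 0.55, 0.34 and 0.19 (edgeR adjusted p = 0.0302, 0.195, 0.299 and 0.711). Most of them thus were not called between the overexpressed forms, and the list was not tested there. Random lists do not keep variation that list members may share. Activation of part of this pathway by SvbACT may be considered as a hypothesis only, and reads shared with repeats or a background effect were not tested. AGO3, left out of the list because its value had been seen, was higher than control in SvbACT, SvbREP and the libraries labelled svb RNAi (log2 fold changes of 1.23, 1.05 and 1.21).

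The labels give female flies, and 4 genes on chromosome Y that were chosen after their values were seen received counts. Ppr-Y ranged from 10.3 to 49.4 CPM, kl-5 from 12.6 to 49.8 CPM and CCY from 7.53 to 27.4 CPM over the 12 libraries. Means of these 3 genes were highest in control, at 34.1, 38.2 and 20 CPM, and lowest in SvbACT, at 17.6, 16.1 and 9.37 CPM. Against control, kl-5 was lower in SvbACT (log2 fold change -1.25, edgeR adjusted p = 0.00276, 0.000726 with the replicate block), in SvbREP (-1.01, adjusted p = 0.0235, 0.00708 with the block) and in the libraries labelled svb RNAi (-0.73, adjusted p = 0.0337, 0.0172 with the block). CCY was called only in SvbACT (-1.09, adjusted p = 0.0346, 0.0216 with the block), and Ppr-Y in SvbACT only with the block (adjusted p = 0.0889, 0.0413 with the block). The level of kl-3 was 0 CPM in SvbREP replicate 1, at most 1.45 CPM in control, in the libraries labelled svb RNAi and in the other SvbREP libraries, and 5.27 to 16.3 CPM in SvbACT, where its log2 fold change against control was 3.31 (edgeR adjusted p = 0.0156) and 3.27 with the replicate block (adjusted p = 0.0116). No explanation was tested.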
